A study of Mus musculus with 18 samples. Its data were reported in "Endoplasmic reticulum stress actively suppresses hepatic molecular identity in damaged liver" (2020).

How the data were processed

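Total RNA of the gastrocnemius, a calf muscle, was measured in 9 wild-type mice. Per the labels the mice were female, of a mixed C57Bl6/J-SV129 background, whereas the animal section of the paper names male C57BL/6J mice, and the strain was not resolved. Per the labels, 1 leg of each mouse received 30 µg of tunicamycin in 30 µL by intramuscular injection and the other leg received saline, and muscles were taken 24 h later. Tunicamycin blocks N-linked glycosylation in the endoplasmic reticulum (ER) and thereby causes ER stress. Each muscle was hybridised to 1 MoGene-2_0-st Affymetrix array, which gave 9 saline and 9 tunicamycin arrays. Groups and mouse numbers were taken from the labels of the samples.

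The deposited values are log2 signals that the authors made with Partek by RMA, that is background correction, quantile normalization and median polish, with 1 value per probeset. No value was centred on a gene or set against a control. Array medians ran from 4.99 to 5.07 and single values from 1.30 to 13.0. The quantiles of the arrays differed by up to 0.27, so the deposited values were not exactly equal in distribution. No detection call was used here, and the number of arrays limits the precision. Array signals compress large changes, so folds are those of the arrays.

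The table held 41345 probesets. In the platform annotation used here, 23521 probesets carried 1 gene symbol, 1814 carried several and 16010 were not listed. Of the probesets with 1 symbol, 23328 had a gene ID found in the RefSeq table of assembly GRCm38.p6, and 0 of these had a different symbol there. Probesets of 1 symbol were averaged to 22180 genes, of which 1082 had more than 1 probeset and Syne1 had the most, 59. Genes measured only by probesets of several symbols were not analysed here. No genome build is named for the values, so no coordinates are given.

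Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) with the mouse as a block, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Log2 changes are tunicamycin minus saline and are given with the moderated standard error (SE) of limma. It draws the spread of each gene over 9 mice toward a value shared by all genes. Probesets were tested likewise. The pairing comes from the labels, which place both injections in the same animal. Deviations from the group means of the legs of the same mouse correlated with a median r of 0.12, from -0.039 to 0.35, against a median of -0.013 for legs of different mice, and 6 of the 9 tunicamycin legs were closest to the saline leg of the same mouse. In mice 1 and 9 the r was -0.028 and -0.039, so these correlations did not bear out the pairing of their legs. Both legs of mouse 9 shared a low Xist signal (4.79 and 4.90, against 9.22 to 9.52 in the other mice), which goes with its labels. The pairing of mouse 1 rests on the labels alone.

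A set of 42 gene lists was written before the data were examined. It holds the MUSCLE-ID, ubiquitous (UBQ) and LIVER-ID lists of the study, which were defined from chromatin data of other samples, its ER stress marker genes, and pathway and cell type lists from general knowledge. Lists overlap. A list with fewer than 4 measured genes was not tested, which left 41. Older symbols were matched through synonyms where these named a single gene. Lists were tested by GSEA (fgsea 1.28.0, genes ranked by the mean log2 change, 10000 gene permutations, fixed seed) and by an exact two-sided sign-flip permutation test of each mouse's mean change over the list (512 sign patterns, smallest p 0.00391), each adjusted over 41 lists. GSEA and camera compare a list with other genes and take genes, not mice, as the unit of the permutation or of the ranking. Fry, a rotation test of limma, tested each list by itself with the mouse block. The median change of MUSCLE-ID genes was set against 10000 random lists matched on saline level in 20 bins. MUSCLE-ID genes were also counted by quartile of fall with Fisher's exact test. Relations between list changes across the 9 mice were tested by exact permutation of the pairings.

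The genes named were chosen by a rule fixed before the data were examined. It takes the ER stress marker genes and the PAR-bZIP family, the 10 largest rises and the 10 largest falls among genes past the threshold that changed the same way in all 9 mice (without predicted genes and small RNAs), and from each list up to 4 members with the smallest p in the direction of most of its changed members and up to 2 in the other direction. The rule gave 223 genes, all of which entered the checks of the closing section. The text prints part of them, in order of p within each list. An earlier version of these checks, on a smaller set picked after its stability was known, was discarded.

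Alternatives tried were no block, quantile normalization of the arrays again, centring on array medians, the brightest probeset per gene, a filter on dim genes, array weights, a trended and robust prior, a linear model without moderation, stricter thresholds, other gene set tests and leaving out each mouse. On simulated values with the real gene means and spreads for the comparison of the legs (22180 genes, 200 changed), limma called 47.8% of genes changed by 0.25, 89.6% of those changed by 0.5 and 100% of those changed by 1 on the log2 scale, and 3 of its 161 calls were unchanged genes. The simulated noise was drawn for each gene independently, without the correlation between genes in the real data, so this count of false calls need not hold there. Plots were drawn with matplotlib 3.10.9.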

Results

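Gene expression was measured in the gastrocnemius of 9 wild-type mice, labelled female, in which 1 leg had received tunicamycin, a blocker of N-linked glycosylation that causes ER stress, and the other leg saline. The 18 muscles, 9 per treatment, were taken 24 h after an injection of 30 µg. Array medians ran from 4.99 to 5.07 on the log2 scale, and correlations between pairs of arrays, over 41345 probesets, ran from 0.982 to 0.991. The number of arrays limits the precision, and a change of a given size is seen less well at low signal. All changes are log2 tunicamycin minus saline, with the moderated SE of limma for a gene and the SD over 9 mice for a list.

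The first question was how far the transcriptome of muscle differed between the tunicamycin and the saline leg. Every mouse received tunicamycin in 1 leg, so a change shared by both legs would not be seen. The largest rises that were shared by all 9 mice were Saa3, an acute-phase serum amyloid gene (2.27 ± 0.23, adjusted p = 2.61e-04, 4.83-fold), and Sdf2l1, an ER-resident co-chaperone component (2.15 ± 0.18, adjusted p = 1.19e-04, 4.42-fold). Next came the degradation factor Derl3 (2.00 ± 0.15), the ER protein gene Creld2 (1.85 ± 0.16), the chaperone Hyou1 (1.61 ± 0.15), Nucb2 (1.51 ± 0.14), the disulfide isomerase Pdia6 (1.39 ± 0.14), Hspa5, which encodes the ER chaperone BiP (1.36 ± 0.12), Fkbp11 (1.35 ± 0.21) and Hsp90b1 (1.30 ± 0.12). The largest shared falls were Retnla, a secreted product of alternatively activated macrophages (-1.30 ± 0.19, adjusted p = 0.00185), and Mylk4, a member of the myosin light chain kinase family (-1.01 ± 0.12, adjusted p = 5.90e-04), followed by Ecm2 (-0.65 ± 0.083), Nos1 (-0.65 ± 0.092), Smco1 (-0.63 ± 0.089), Gadd45g (-0.60 ± 0.077), Fhl5 (-0.58 ± 0.061), Ccn3 (-0.57 ± 0.11), Gpt (-0.57 ± 0.078) and Sh3rf2 (-0.56 ± 0.11). In all, limma called 2410 of 22180 genes, 10.9%, of which 1047 rose and 1363 fell. Of the called genes, 365 rose and 679 fell in all 9 mice.

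Most changes were small, with a median of 0.29 for genes that rose and -0.24 for genes that fell, and 121 rises and 26 falls reached 1.5-fold. By probeset, 1854 of 41345 changed, 800 up and 1054 down, and 420 of these carried no gene in the annotation used here and 64 carried several. The share of falls among called genes was 56.6%, and it was 49.4% after quantile normalization of the arrays again and 69.0% after centring on array medians, so the balance of rises and falls depended on the scaling. The count also fell to 1565, 1304, 1363, 1406, 1466 and 1445 genes without mouse 2, 3, 4, 5, 6 or 7, and to 374 genes with the slow-fibre and adipocyte list means of each array as covariates, a setting chosen after the data were seen.

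**Figure D1:**
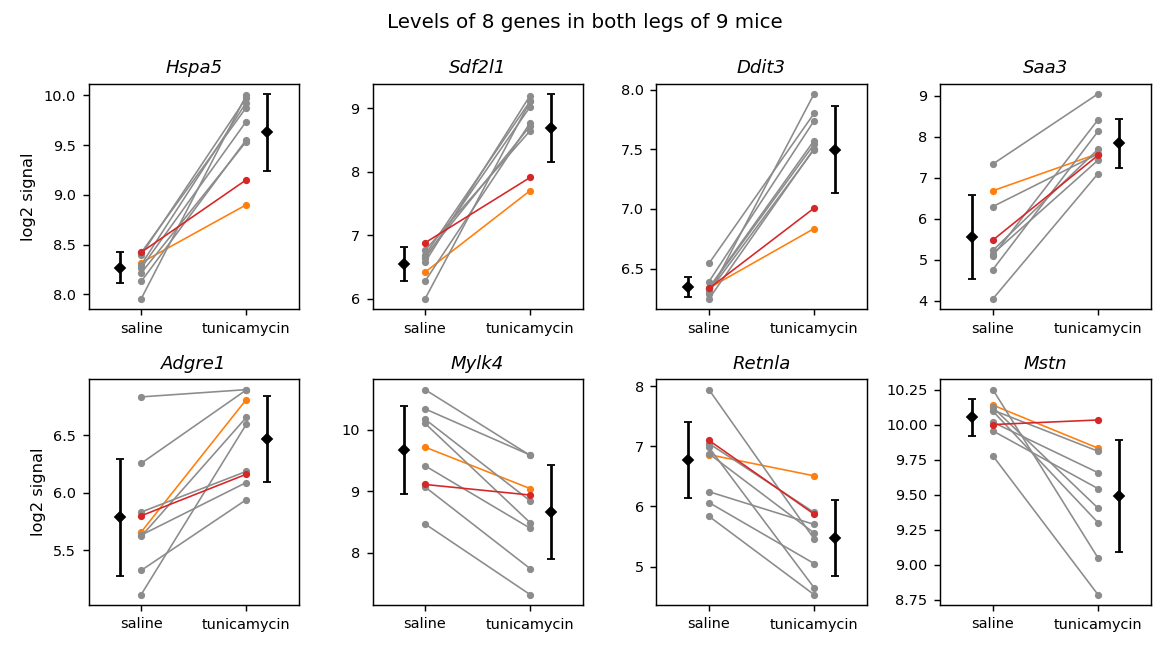
Log2 signal of 8 genes (vertical) in the saline and tunicamycin legs of 9 mice (horizontal). Lines join the legs of a mouse (orange, mouse 1; red, mouse 9), diamonds with bars give the mean and SD of 9 legs, and Hspa5 rose from a mean of 8.27 to 9.63 while Mylk4 fell from 9.67 to 8.66.

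The next comparison asked which branches of the unfolded protein response (UPR), the program that cells start under ER stress, were higher in the tunicamycin legs. ER chaperones and folding enzymes rose together: of 28 measured genes 24 rose and 0 fell (26 and 0 adjusted over the list alone). Examples were Sdf2l1, Creld2, Manf, a secreted ER stress protein (1.14 ± 0.10), and Hspa5. The mean change of the list was 0.81 ± 0.30, higher in 9 of 9 mice, exact adjusted p = 0.0146, and the comparison with other genes gave adjusted p = 0.111 with an estimated correlation. Among 24 genes of ER-associated degradation, which removes misfolded proteins, 11 rose and 1 fell (13 and 2 adjusted over the list alone), with Derl3, the ubiquitin ligase Syvn1 (1.02 ± 0.097) and its partner Sel1l (0.72 ± 0.076) first by p and the ubiquitin ligase Rnf139 lower (-0.18 ± 0.049, adjusted p = 0.0985 after quantile normalization again). This list changed by 0.29 ± 0.10, higher in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.111 with an estimated correlation. Of 33 genes of the translocon and of export from the ER 25 rose and 0 fell (28 and 0 adjusted over the list alone), led by the vesicle coat gene Sec23b (0.78 ± 0.088) and the channel gene Sec61a1 (0.85 ± 0.11), and the list mean was 0.35 ± 0.16, higher in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.115 with an estimated correlation. Of 37 genes of N-glycosylation, the process tunicamycin blocks, 18 rose and 0 fell (20 and 2 adjusted over the list alone), among them the oligosaccharyltransferase subunits Ddost (0.67 ± 0.081) and Rpn1 (0.63 ± 0.076). Their mean change was 0.22 ± 0.12, higher in 8 of 9 mice, exact adjusted p = 0.0200, and adjusted p = 0.118 with an estimated correlation.

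Targets of the PERK-ATF4 branch, which reprograms translation and amino acid supply, were also higher. Of 34 measured, 22 rose and 2 fell (25 and 4 adjusted over the list alone). They included Ddit3, which encodes the transcription factor CHOP (1.15 ± 0.099), asparagine synthetase, Asns (0.96 ± 0.088, with 0.24 in mouse 9 and 0.76 to 1.28 in the other mice), and the proline synthesis gene Aldh18a1 (0.98 ± 0.095). The 2 members that fell were Chac1, a glutathione-degrading enzyme (-0.22 ± 0.048), and the mTORC1 inhibitor Ddit4 (-0.29 ± 0.085), and both calls were lost without the mouse block (adjusted p = 0.341 and 0.479), that of Ddit4 also after quantile normalization again (0.0559). The list mean was 0.41 ± 0.17, higher in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.111 with an estimated correlation. Aminoacyl-tRNA synthetases, a further group under ATF4, gave 18 measured genes of which 6 rose and 0 fell (10 and 0 adjusted over the list alone), such as Wars (0.45 ± 0.059) and Sars (0.24 ± 0.046), and a mean of 0.15 ± 0.084, higher in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.161 with an estimated correlation. Of 12 sensors and transcription factors of the UPR, 9 rose and 0 fell (11 and 1 adjusted over the list alone), with a mean of 0.35 ± 0.13, higher in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.0835 with an estimated correlation. After Ddit3, the smallest p were those of Atf6b (0.44 ± 0.046) and Atf6 (0.50 ± 0.086).

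A list of ER stress markers was taken from the genes the study measured by qPCR. Of 9 measured 8 rose and 0 fell (9 and 0 adjusted over the list alone), and their mean change was 0.75 ± 0.24, higher in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.0835 with an estimated correlation. Beside Hspa5, Hsp90b1, Ddit3, Syvn1 and Atf6, these were Herpud1 (0.72 ± 0.077, adjusted p = 3.33e-04), Atf4 (0.28 ± 0.050, adjusted p = 0.00553) and Xbp1 (0.24 ± 0.053, adjusted p = 0.0133). Total Xbp1 signal does not tell the spliced form from the other. Nfil3, a bZIP repressor, did not pass (0.14 ± 0.052, adjusted p = 0.0973, higher in 7 of 9 mice), but did after quantile normalization again (0.0498) and among genes above the median level (0.0473). In these ER stress lists the changes of mice 1 and 9 were the smallest of the 9 for chaperones, at 0.38 and 0.29, against up to 1.23 in the others.

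**Figure D2:**
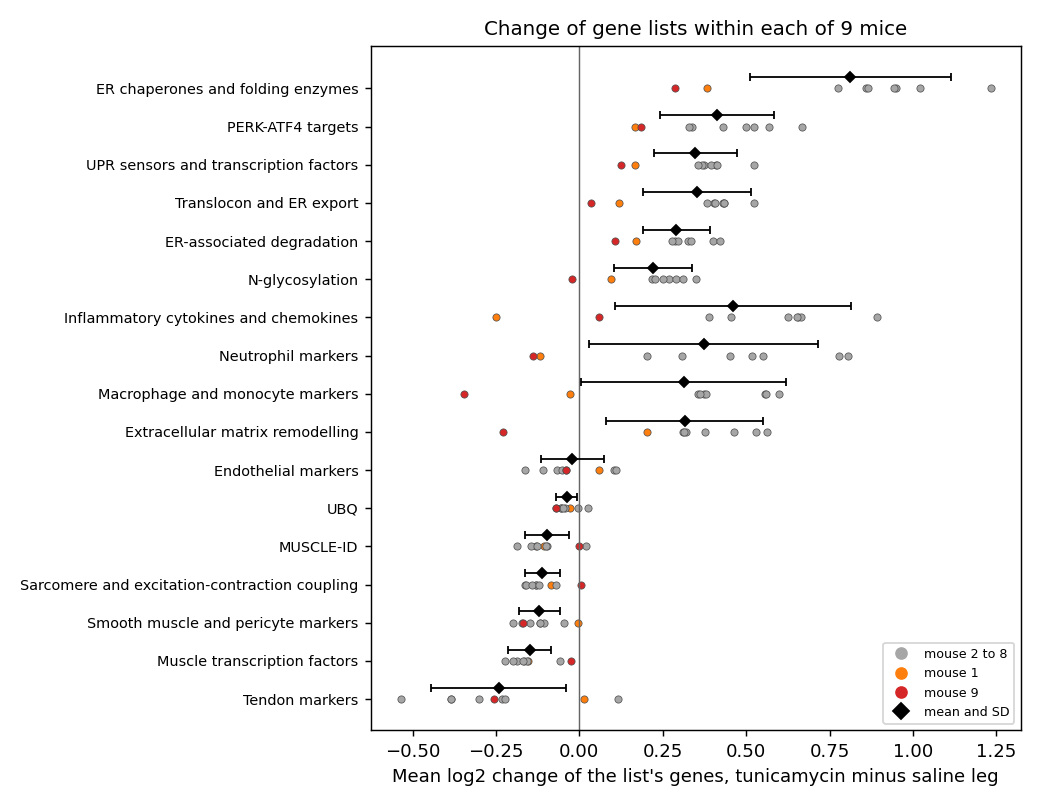
Mean log2 change of the genes of 17 lists, tunicamycin minus saline leg, with 1 point per mouse (orange, mouse 1; red, mouse 9) and the mean and SD of 9 mice as diamonds with bars. The chaperone list lies above 0 in all 9 mice, from 0.29 to 1.23, and MUSCLE-ID has a mean of -0.097.

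Genes of inflammation and of immune cells were examined because the tissue holds other cells than muscle fibres. Of 20 inflammatory cytokines and chemokines 10 rose and 0 fell (13 and 0 adjusted over the list alone). Smallest in p were Tnfrsf12a, the receptor of the cytokine TWEAK (0.67 ± 0.10), the neutrophil attractant Cxcl2 (0.60 ± 0.10), Csf1, a growth factor of macrophages (0.59 ± 0.11), and the monocyte attractant Ccl7 (0.97 ± 0.18). The list changed by 0.46 ± 0.35, higher in 8 of 9 mice, exact adjusted p = 0.0240, and adjusted p = 0.131 with an estimated correlation. Among 17 macrophage and monocyte markers, 6 rose and 1 fell (9 and 1 adjusted over the list alone), with the Fc receptor Fcgr1 (0.65 ± 0.11) and Adgre1, which encodes F4/80 (0.68 ± 0.12), higher. The scavenger receptor Cd163 fell (-0.32 ± 0.062, adjusted p = 0.00810, lower in 9 of 9 mice), a call that was lost without the mouse block (adjusted p = 0.0978). The macrophage mean was 0.31 ± 0.31, higher in 7 of 9 mice, exact adjusted p = 0.0400, but adjusted p = 0.294 with an estimated correlation and 0.0563 by fry. Of 14 neutrophil markers 6 rose and 0 fell (9 and 0 adjusted over the list alone), such as Lcn2 (0.66 ± 0.11) and Mmp8 (0.53 ± 0.15), and the mean was 0.37 ± 0.34, higher in 7 of 9 mice, exact adjusted p = 0.0364, and adjusted p = 0.144 with an estimated correlation. Without mouse 2, 3, 4, 5, 6 or 7 the exact adjusted p rose to between 0.0696 and 0.0801 for macrophages and between 0.0696 and 0.0728 for neutrophils, and for macrophages it was 0.0572 without mouse 8, 0.0663 after centring on array medians and 0.0548 among genes above the median level.

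Interferon response genes were higher too, and of 16 measured 6 rose and 0 fell (7 and 0 adjusted over the list alone), with the antiviral gene Oasl2 (0.72 ± 0.10), the nucleic acid sensor Zbp1 (0.45 ± 0.073) and Stat2 (0.45 ± 0.073) first by p. Their mean change was 0.23 ± 0.16, higher in 8 of 9 mice, exact adjusted p = 0.0200, and adjusted p = 0.144 with an estimated correlation. Of 13 genes of matrix remodelling 8 rose and 0 fell (9 and 0 adjusted over the list alone), led by the protease genes Mmp3 (0.81 ± 0.10) and Adamts1 (0.45 ± 0.066). The mean was 0.32 ± 0.24, higher in 8 of 9 mice, exact adjusted p = 0.0240, and adjusted p = 0.144 with an estimated correlation, and mouse 9 alone was below 0, at -0.23 against 0.20 to 0.56 in the others. Among 10 fibroblast markers 2 rose and 0 fell (4 and 0 adjusted over the list alone), namely the collagens Col3a1 (0.72 ± 0.13) and Col1a2 (0.27 ± 0.079). In mouse 9 they changed by -0.35 and -0.31, and the Col1a2 call was lost without the mouse block (adjusted p = 0.138), after quantile normalization again (0.0501), after centring (0.0707) and with the brightest probeset (0.0501). The fibroblast mean did not pass, at 0.15 ± 0.24, higher in 8 of 9 mice, exact adjusted p = 0.133, though the list passed in camera with a preset correlation (0.0348), and gave 0.22 with an exact adjusted p = 0.0188 without mouse 9.

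The next question, that of the study, was whether ER stress lowers the genes that define the identity of a tissue. It had defined MUSCLE-ID genes, marked by broad H3K4me3 in skeletal muscle, and ubiquitously marked UBQ genes from chromatin data of other samples. Per its methods these were data of the ROADMAP consortium, with human gene names converted to mouse names. Of 86 MUSCLE-ID genes measured 6 rose and 22 fell (8 and 30 adjusted over the list alone), and their mean change was -0.097 ± 0.067, lower in 8 of 9 mice, exact adjusted p = 0.0240, but adjusted p = 0.117 with an estimated correlation. By p, the first falls were Filip1l (-0.53 ± 0.086), Dmd, which encodes dystrophin (-0.22 ± 0.040), the calcium sensor Stim1 (-0.32 ± 0.059) and Ddit4l (-0.72 ± 0.14), and the first rises the vesicle tethering gene Uso1 (0.28 ± 0.045) and the filamin Flnc (0.46 ± 0.099). Of 210 UBQ genes 19 rose and 35 fell (26 and 44 adjusted over the list alone), including falls of Hivep2 (-0.47 ± 0.063) and Eepd1 (-0.55 ± 0.079) and rises of Ehd1 (0.37 ± 0.051) and Adamts1, with a mean of -0.038 ± 0.032, lower in 8 of 9 mice, exact adjusted p = 0.0240, but adjusted p = 0.161 with an estimated correlation. In GSEA MUSCLE-ID had enrichment score -2.14, adjusted p = 7.19e-04, and UBQ enrichment score -1.60, adjusted p = 7.59e-04, lost among genes above the median level (0.0790). In the same legs the macrophage list was higher by 0.31 and the smooth muscle list lower, at -0.12.

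The change of MUSCLE-ID minus that of UBQ genes was -0.059 ± 0.061 (SD, n = 9 mice), below 0 in 8 of 9 mice, with a two-sided exact sign-flip p = 0.0195. Without the mouse block this difference had a permutation p = 0.0661. The UBQ mean change was also lost without the block (adjusted p = 0.103) and without mice 1 and 9 (adjusted p = 0.0641), a setting chosen after the data were seen. The share of genes that fell was 22 of 86 (25.6%) for MUSCLE-ID and 35 of 210 (16.7%) for UBQ, a difference that Fisher's exact test did not separate (odds ratio 1.72, p = 0.104), whereas 1306 of 21884 other genes fell (5.97%, odds ratio 5.42, p = 5.3e-09). Genes are not independent replicates in these counts.

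Because MUSCLE-ID genes had a median saline signal of 8.63 against 5.37 for other genes, they were set against genes of the same level. Their median change of -0.095 was at percentile 0.35 of 10000 lists matched on level, whose median was -0.050 with 95% of them between -0.083 and -0.016. The UBQ median of -0.059 lay at percentile 2.9 of its own matched lists. Across 22180 genes, saline level and change had a Pearson r of -0.15 and a Spearman rho of -0.20, as a description of genes that are not independent. Among genes that fell past the threshold, MUSCLE-ID genes numbered 5, 6, 5 and 6 from the quartile of the weakest to that of the strongest falls, each of 340 or 341 genes (odds ratio 1.2, Fisher's exact p = 1). When all genes with a negative change were split in this way, they numbered 9, 8, 18 and 34 (odds ratio 3.81, Fisher's exact p = 1.60e-04), so the quartile result turned on which genes entered it.

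**Figure D3:**
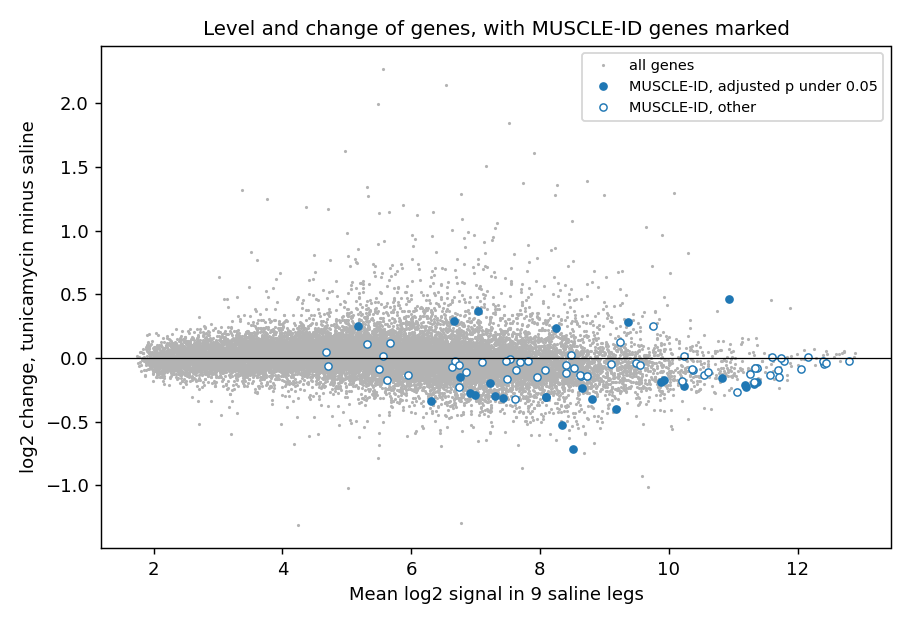
Log2 change of 22180 genes (vertical) against their mean log2 signal in 9 saline legs (horizontal). Filled circles are MUSCLE-ID genes at an adjusted p under 0.05, open circles are the other MUSCLE-ID genes, and grey points are all genes, and of the 86 MUSCLE-ID genes 22 fell and 6 rose, and their median change was -0.095.

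Further lists described the muscle itself. Of 17 muscle transcription factors 0 rose and 7 fell (1 and 8 adjusted over the list alone), with Ppargc1a, a regulator of mitochondrial genes (-0.51 ± 0.082), Six4 (-0.30 ± 0.053) and Tbx15 (-0.24 ± 0.049, with 0.072 in mouse 9) first by p. Their mean change was -0.15 ± 0.065, lower in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.0835 with an estimated correlation. Of 26 genes of the sarcomere and of excitation-contraction coupling 0 rose and 6 fell (0 and 9 adjusted over the list alone), first by p Stac3 (-0.27 ± 0.048), Dmd and Tcap (-0.24 ± 0.044), and the Tcap call was lost without the mouse block (adjusted p = 0.118). That list had a mean of -0.11 ± 0.053, lower in 8 of 9 mice, exact adjusted p = 0.0200, and adjusted p = 0.117 with an estimated correlation. Of 19 genes of glycolysis and glycogen 0 rose and 5 fell (0 and 8 adjusted over the list alone), such as Fbp2 (-0.33 ± 0.064) and the phosphorylase kinase subunit Phkg1 (-0.24 ± 0.060, adjusted p = 0.0520 without the block), and the mean was -0.096 ± 0.052, lower in 8 of 9 mice, exact adjusted p = 0.0200, and adjusted p = 0.195 with an estimated correlation. For 24 genes of oxidative phosphorylation and the TCA cycle 0 rose and 3 fell (0 and 12 adjusted over the list alone), with Idh3a (-0.18 ± 0.046) and Ndufa9 (-0.21 ± 0.059) first. Their mean was -0.14 ± 0.15, lower in 7 of 9 mice, exact adjusted p = 0.0448, and adjusted p = 0.294 with an estimated correlation, and it ended above the threshold with renewed quantile normalization (0.0601), with the brightest probeset (0.0513), and without mouse 2, 3, 4, 5, 6, 7 or 9 (0.0616 to 0.0897).

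Fibre type lists held no called gene. For 14 fast-fibre genes 0 rose and 0 fell (0 and 0 adjusted over the list alone), and their mean was -0.048 ± 0.058, lower in 6 of 9 mice, exact adjusted p = 0.0593, which passed after centring on array medians (0.0253) and without mouse 8 (0.0475). The smallest p were those of Myoz1 (-0.14 ± 0.046), which passed after centring (0.0412), with array weights (0.0451) and among genes above the median level (0.0296), and Casq1 (-0.098 ± 0.044). For 11 slow-fibre genes 0 rose and 0 fell (0 and 0 adjusted over the list alone), and their mean varied widely between mice, at -0.32 ± 0.68, lower in 5 of 9 mice, exact adjusted p = 0.243, from -1.73 to 0.54. Against other genes the slow-fibre list gave enrichment score -2.21, adjusted p = 6.90e-04, but adjusted p = 0.465 with an estimated correlation. Tested by itself, the list gave a permutation adjusted p = 0.155 for its mean without the block and adjusted p = 0.249 by fry. Of 19 fatty acid oxidation genes 0 rose and 2 fell (0 and 6 adjusted over the list alone), the falls being Hadh (-0.24 ± 0.063) and Ucp3 (-0.26 ± 0.073, adjusted p = 0.328 without the block and 0.0629 after quantile normalization again). The mean was -0.18 ± 0.23, lower in 7 of 9 mice, exact adjusted p = 0.0801, and it passed without the mouse block (0.0480) and without mouse 8 (0.0400), but not by fry (0.0660). Against other genes the list gave enrichment score -2.29, adjusted p = 6.90e-04, but adjusted p = 0.312 with an estimated correlation.

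Atrophy and autophagy genes went both ways, and of 20 measured, 2 rose and 5 fell (4 and 7 adjusted over the list alone). The transcription factor Foxo3 (-0.32 ± 0.059) and myostatin, Mstn, a brake on muscle growth (-0.56 ± 0.11), fell, and the metallothioneins Mt1 (0.37 ± 0.075) and Mt2 (0.39 ± 0.082), which bind metals, rose. The list mean was -0.045 ± 0.076, lower in 5 of 9 mice, exact adjusted p = 0.139, and passed after centring (0.0214). Among 14 satellite cell and regeneration genes 1 rose and 0 fell (0 and 0 adjusted over the list alone), the riser being Ankrd1, a stretch-responsive muscle gene (1.07 ± 0.31, adjusted p = 0.0430, higher in 8 of 9 mice). The mean was 0.056 ± 0.11, higher in 7 of 9 mice, exact adjusted p = 0.195, while the median was -0.031, and it passed without mouse 1 (0.0442) and among genes above the median level (0.0464). For 14 genes of denervation and the neuromuscular junction 1 rose and 1 fell (1 and 1 adjusted over the list alone), the transcription factor Runx1 up (0.60 ± 0.17) and Rapsn, which clusters acetylcholine receptors, down (-0.20 ± 0.043, adjusted p = 0.161 without the block). Their mean was 0.022 ± 0.18, higher in 5 of 9 mice, exact adjusted p = 0.727, and its sign turned without mouse 3 (-0.011) and without mouse 6 (-6.3e-04).

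Of 17 circadian clock genes 0 rose and 3 fell (1 and 6 adjusted over the list alone), which were Bhlhe41 (-0.33 ± 0.049), Per3 (-0.34 ± 0.054) and Nr1d2 (-0.25 ± 0.048), all parts of the clock's feedback loops. The list changed by -0.11 ± 0.070, lower in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.144 with an estimated correlation. The PAR-bZIP family was examined because the study follows these regulators in liver. Of 4 members 0 rose and 0 fell (1 and 3 adjusted over the list alone). Changes were -0.29 ± 0.10, adjusted p = 0.0840, lower in 8 of 9 mice for Dbp, -0.13 ± 0.041, adjusted p = 0.0567, lower in 8 of 9 mice for Tef and -0.099 ± 0.044, adjusted p = 0.180, lower in 8 of 9 mice for Hlf, none past the threshold. Tef passed after centring (0.0379), with the brightest probeset (0.0139), with array weights (0.0436) and among genes above the median level (0.0201), and Dbp with array weights (0.0453). Nfil3 went the other way (0.14 ± 0.052, higher in 7 of 9 mice), so a mean over this list sets its change against those of the other members. The mean of this list was -0.094 ± 0.11, lower in 7 of 9 mice, exact adjusted p = 0.0554, and it passed after centring (0.0384), with the brightest probeset (0.0400), by fry (0.0401), and without mouse 1 (0.0356) or 8 (0.0400).

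Markers of other cells of the tissue came next. For 12 endothelial markers 0 rose and 0 fell (0 and 0 adjusted over the list alone), and the mean was -0.022 ± 0.094, lower in 6 of 9 mice, exact adjusted p = 0.541. Of 10 smooth muscle and pericyte markers 0 rose and 4 fell (0 and 5 adjusted over the list alone), including Rgs5 (-0.27 ± 0.043), Abcc9 (-0.26 ± 0.045) and Myh11 (-0.27 ± 0.049), with a mean of -0.12 ± 0.062, lower in 9 of 9 mice, exact adjusted p = 0.0146, and adjusted p = 0.113 with an estimated correlation. Of 8 tendon markers 0 rose and 5 fell (1 and 5 adjusted over the list alone), such as Chad (-0.55 ± 0.091), Fmod (-0.59 ± 0.13) and Comp (-0.46 ± 0.10), all genes of tendon or cartilage matrix. The tendon mean was -0.24 ± 0.20, lower in 7 of 9 mice, exact adjusted p = 0.0305, and adjusted p = 0.172 with an estimated correlation, and the p rose to between 0.0513 and 0.0610 without mouse 2, 4, 5, 6, 7 or 9. For 9 adipocyte markers 0 rose and 1 fell (0 and 1 adjusted over the list alone), and Plin4 fell (-0.18 ± 0.045, adjusted p = 0.0236, lower in 9 of 9 mice), with an adjusted p = 0.0530 without the block. The adipocyte mean was -0.18 ± 0.73, lower in 7 of 9 mice, exact adjusted p = 0.509, with 1.47 in mouse 1, and -0.39 with an exact adjusted p = 0.0442 without that mouse. Plin4 fell in mouse 1 too, so it did not follow the list there. Tested by itself, the list also gave adjusted p = 0.427 by fry and a permutation adjusted p = 0.522 for its mean without the block. Against other genes it gave enrichment score -1.88, adjusted p = 0.00234, but adjusted p = 0.637 with an estimated correlation, 0.104 with a preset correlation, 0.0910 when ranked by the moderated statistic and 0.225 without mouse 3.

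For 12 T and NK cell markers 1 rose and 0 fell (2 and 0 adjusted over the list alone), Cd4 being the riser (0.20 ± 0.057, adjusted p = 0.0389, higher in 8 of 9 mice, with 0.0524 after quantile normalization again), and the mean was 0.096 ± 0.068, higher in 9 of 9 mice, exact adjusted p = 0.0146, but adjusted p = 0.195 with an estimated correlation and 0.0635 in GSEA. Of 6 B cell markers 0 rose and 0 fell (0 and 0 adjusted over the list alone), with a mean of 0.031 ± 0.12, higher in 5 of 9 mice, exact adjusted p = 0.480. Of 6 Schwann cell markers 0 rose and 0 fell (1 and 0 adjusted over the list alone), with a mean of 0.060 ± 0.19, higher in 7 of 9 mice, exact adjusted p = 0.40. Of the erythrocyte list 1 gene was measured, Slc4a1 (0.11 ± 0.054, adjusted p = 0.234, higher in 6 of 9 mice), so the list was not tested. LIVER-ID genes, the study's identity list for liver, were included for contrast. Of 491 measured 32 rose and 60 fell (43 and 80 adjusted over the list alone). Gpt and the lncRNA 2310001H17Rik (-0.39 ± 0.055) were the first falls by p, and the rises were led by Hspa5. Their mean was -0.025 ± 0.044, lower in 8 of 9 mice, exact adjusted p = 0.170, which passed without mouse 1 (-0.038, exact adjusted p = 0.0246). Tested by itself, the list also gave adjusted p = 0.0811 by fry and a permutation adjusted p = 0.129 for its mean without the block. Against other genes it gave enrichment score -1.68, adjusted p = 8.13e-04, but adjusted p = 0.312 with an estimated correlation and 0.0624 with a preset correlation.

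Over the 41 lists tested, GSEA passed 28, 15 up and 13 down, and the exact sign-flip test passed 25, 16 up and 9 down. Camera passed 28 with a preset correlation of 0.01 and 0 with an estimated correlation, so no list stood apart from other genes in that test. Fry, which asks whether the genes of a list move on balance in one direction, passed 25.

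The last comparison asked whether mice with a stronger chaperone response also differed in other lists, over 9 mice and in 4 relations. The chaperone change went with that of PERK-ATF4 targets (r = 0.886, exact permutation p = 0.00123, adjusted p = 0.00491, rho = 0.917, p = 0.00131), and without mice 1 and 9, the farthest from the median, r was 0.693 with p = 0.0752. For macrophage markers r was 0.794 (exact permutation p = 0.0188, adjusted p = 0.0251) and rho 0.283 (p = 0.463), and r without both mice was -0.394 (p = 0.402). For inflammatory genes r was 0.808 (exact permutation p = 0.0129, adjusted p = 0.0251) and rho 0.600 (p = 0.0968), and r without both mice was 0.137 (p = 0.768). The last 2 relations rest on mice 1 and 9, and that of PERK-ATF4 targets did not pass the threshold in the other 7. MUSCLE-ID genes showed no relation past the threshold (r = -0.270, exact permutation p = 0.513, rho = 0.050, p = 0.912), and r was 0.276 without both mice (p = 0.492).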

Values the study reported

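In primary mouse hepatocytes, the study reported that about 45% of the genes regulated by ER stress were lower. It defined 621 LIVER-ID genes and 657 UBQ genes for its liver analyses. The UBQ list tested here is a different one, which the study defined along with the MUSCLE-ID genes. In its discussion, the paper states that ER stress also causes a loss of molecular identity outside the liver. It cites there an appendix figure, not examined here, and the table that lists the MUSCLE-ID genes. The muscle arrays described in its methods are those tested here, so the statement is not evidence apart from these data.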

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

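The tests of the MUSCLE-ID fall, of mice 1 and 9 and of the oxidative phosphorylation genes were chosen after their results were seen, apart from the first test on saline legs, and the exchanges of legs were planned. Of 264 results examined, 41 lists and 223 named genes, 19 had 1 mouse far from the other 8, where chance alone gives about 5%. Mouse 9 was the distant mouse in 11 of them, mouse 1 in 5 and another mouse in 3.

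Exchanging the legs within mice excluded chance as the source of the counts of changed genes and probesets: 1 of 100 splits, the real one, gave as many genes (2410, highest other 1351), and 1 of 100 gave as many probesets (1854, highest other 228). The split with 1351 genes exchanged the legs of mouse 1 alone and so kept the labels of the other 8 mice.

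The change of LIVER-ID was 0.082 in mouse 1, above all other mice. The change of fibroblast markers was -0.42 in mouse 9 and 0.10 to 0.35 in the others. Matrix remodelling genes changed by -0.23 in mouse 9 and by 0.20 to 0.56 in the others. Adipocyte markers changed by 1.47 in mouse 1 and by -1.07 to 0.17 in the others. Cholesterol and fatty acid synthesis genes changed by 0.86 in mouse 1 and by -0.21 to 0.24 in the others. Single genes that were far off in mouse 9 were Acta2 (-0.52), Asns (0.24), Col1a2 (-0.31), Col3a1 (-0.35), Creb3l1 (-0.26), Lox (-0.21), Mfap5 (-0.65), Sparc (-0.11) and Tbx15 (0.072). In mouse 1 they were Fabp4 (1.58) and Retn (1.75), both adipocyte genes. Gclm stood apart in mouse 4 (-0.36), Gfpt1 in mouse 3 (0.88) and Ms4a1 in mouse 8 (0.50).

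MUSCLE-ID genes had a mean change of -0.097. Their median lay at percentile 0.35 of lists of the same level, although those lists had a median of -0.050 themselves. The random lists were drawn gene by gene and did not carry the correlation among MUSCLE-ID genes, estimated at 0.077. The percentile is therefore too extreme, and it cannot exclude high signal alone as the whole cause. Smooth muscle markers changed by -0.43 ± 0.33 (SD, 9 mice) against macrophage markers (exact p = 0.0156, lower in 7 of 9 mice). This argues against a lower share of fibres that raised all other cell types alike, as far as the list marks smooth muscle alone. The difference cannot exclude a lower share of fibres together with entry of macrophages, because that entry alone would give it. The smooth muscle list was also uneven. Of its 10 genes 4 fell, among them Abcc9, with a saline level of 10.4 against a list median of 7.12, whereas Cspg4 (0.081) and Acta2 (0.049) did not fall. Whether fibres add to the signal of this list was not tested. Dilution of all resident cells by immune RNA cannot be told apart from a response of the fibres, as MUSCLE-ID genes lay below endothelial markers by no more than the SD over mice (-0.075 ± 0.076, exact p = 0.0156, 8 of 9 mice) and 0.023 ± 0.071 above smooth muscle markers (exact p = 0.375). The bound first set, the p alone, was met and would have excluded it, and the SD was added for both marker tests after the values were seen.

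Mice 1 and 9 had the weakest ER stress response. Exchanged legs are excluded, as chaperone genes were higher in the tunicamycin leg of both, by 0.29 and 0.38. A first test, on whether the saline legs of both lay above all others, found 1 of 2, mouse 9; the test was then rewritten on the tunicamycin legs, and both (2 of 2) lay below those of all other mice, which excludes high saline legs as the whole cause. A single weaker dose that scaled every change by 1 factor was first tested on macrophage markers alone, which missed the scaled value by up to -0.48, or 1.49 SDs of the difference between 2 saline legs, and then, because other lists had been seen to lie further off, on 40 lists, of which 5 lay beyond 2 SDs in mouse 1 (cholesterol synthesis 10.3, adipocyte 3.67, LIVER-ID 3.05, denervation -2.41 and inflammatory genes -2.39, the last at -0.25 against a scaled 0.25) and 3 in mouse 9 (cholesterol synthesis -2.87, fibroblast -2.39 and matrix genes -2.33), against 0 to 4 in mice 2 to 8. A first bound, a number above that of each of mice 2 to 8, was met by 1 list in mouse 1, but this margin is within the SD of 1.35 lists over mice 2 to 8, a bound added after the count was seen, so, although 1 factor did not describe the lists named here, which are not ER stress lists, in neither mouse can a weaker dose be told apart from other causes of the weak response; mouse 9 also differed from the others in Xist (4.79 and 4.90 against 9.22 to 9.52), but no biological explanation was tested.

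Oxidative phosphorylation genes had a mean change of -0.14, and slow fibres, which are rich in mitochondria, varied between the legs. Fewer slow fibres in the sampled piece could lower these genes without a response to tunicamycin. At no slow-fibre change, a straight line over 9 mice gave -0.12 with a 95% interval of -0.26 to 0.015, and the relation was weak (r = 0.275, exact permutation p = 0.474; rho = 0.117, p = 0.776). The explanation cannot be told apart from a response, since the interval includes 0. The bound first set, 2 SEs, would have ended at -0.0064 and excluded it, and it was widened to the interval for 9 mice after the value was seen.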

How the results depend on the processing

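Leaving out mice 1 and 9 together and the slow-fibre and adipocyte covariates were chosen after the results were seen, and the other settings before the data were examined. The count of 2410 changed genes stayed within 1.5 times under no block (1859, of which 1728 shared), renewed quantile normalization (2191), centring (2587), the brightest probeset (2464), a filter on dim genes (3007), array weights (3126), a trended and robust prior (2820), no moderation (1704) and without mice 1 and 9 (3209). It was 633 at an adjusted p under 0.01 and 147 at 1.5-fold, by construction, 374 with both covariates (the cause was not tested), and 1304 to 2787 without 1 mouse (the cause was not tested). Probesets gave 1645 without the block and 2923 without mice 1 and 9 (the cause was not tested). Camera with an estimated correlation passed 0 lists, where GSEA passed 28 and leaving out 1 mouse gave 27 to 31.

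The MUSCLE-ID difference from UBQ was -0.0745 to -0.0496 without 1 mouse, and without the block it was -0.0586 with a permutation p = 0.0661 (the cause was not tested). The quartile odds ratio was 3.81 with all falls, which took in more genes. Without 1 mouse, r with the chaperone change ran from -0.612 to 0.133 for MUSCLE-ID, 0.595 to 0.889 for macrophage genes (0.745 and 0.595, past no threshold, without mouse 1 and mouse 9) and 0.728 to 0.860 for inflammatory genes (0.728 and 0.775).

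Of 223 named genes, 22 lost and 3 gained their call without the block, 9 and 5 with renewed quantile normalization, 4 and 7 with centring, 1 and 3 with the brightest probeset, and 0 and 16 with array weights. With the filter, 0 lost and 17 gained it among 195. Signs turned, for genes near 0 past no threshold and with the cause not tested, with renewed quantile normalization in Myh4 (-0.00699), Qars (0.0202), S100b (-0.00322), Tnnc2 (-0.0208) and Tnnt3 (-0.0176), with centring in Cacng1 (-0.00545), Myh4 (-0.00871), S100b (-0.00585), Tnnc2 (-0.0115) and Tnnt3 (-0.0168), and with array weights in Cd79a (-0.00790), Qars (0.0109) and Tnnt3 (-0.00368). Satellite cell genes turned in camera (-0.0464, both correlations) and fry (-0.0328), and denervation genes in camera (-0.255, both), fry (-0.241) and when ranked by the moderated statistic (-0.988). These values are not log2 changes. Those of fry are the mean moderated t statistic of the list, those of camera the same minus the mean of all genes, and the last is an enrichment score. Without 1 mouse the denervation list ran from -1.20 to 1.25 in enrichment and from -0.0110 to 0.0646 in mean change. Low signal over background limits what can be seen, and 2040 of the 2410 called genes lay above the median level.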

Other observations

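The test of macrophage types was written before its genes were examined, and the genes named as chosen afterwards are marked so. Of 12 cytosolic heat shock genes 4 rose and 0 fell (8 and 0 adjusted over the list alone), first by p the small heat shock gene Hspb8 (0.30 ± 0.061) and Hsp90aa1 (0.26 ± 0.065). Their mean change was 0.19 ± 0.12, higher in 8 of 9 mice, exact adjusted p = 0.0200, but adjusted p = 0.0835 with an estimated correlation. Among 13 genes of cholesterol and fatty acid synthesis 3 rose and 1 fell (6 and 1 adjusted over the list alone), with the sterol synthesis gene Sqle (0.54 ± 0.090) and its regulator Srebf2 (0.23 ± 0.048) higher and Fdft1 lower (-0.26 ± 0.077). The mean of that list was 0.13 ± 0.31, higher in 7 of 9 mice, exact adjusted p = 0.264, with 0.86 in mouse 1, while against other genes it gave enrichment score 1.64, adjusted p = 0.0389, but adjusted p = 0.294 with an estimated correlation. That call was also lost after quantile normalization again (0.0520), among genes above the median level (0.149), without mouse 1 (0.431), 5 (0.0678), 6 (0.0569) or 7 (0.107) and without mice 1 and 9 (0.310). Tested by itself, the list gave a permutation adjusted p = 0.258 for its mean without the block and adjusted p = 0.0557 by fry.

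Of 14 genes of p53 and apoptosis 2 rose and 3 fell (3 and 3 adjusted over the list alone), with Trp53inp1 (-0.43 ± 0.073) and Sesn1 (-0.29 ± 0.070) lower and the death receptor Tnfrsf10b (0.37 ± 0.086) higher. The mean was -0.020 ± 0.047, lower in 6 of 9 mice, exact adjusted p = 0.265, with a median of 0.011. Of 12 targets of NRF2 1 rose and 2 fell (3 and 2 adjusted over the list alone), Nqo1 lower (-0.24 ± 0.052, adjusted p = 0.0634 without the block) and Pgd higher (0.33 ± 0.064), and the mean was 0.027 ± 0.088, higher in 7 of 9 mice, exact adjusted p = 0.420, with a median of -0.013. Of 20 cell cycle genes 0 rose and 0 fell (0 and 0 adjusted over the list alone) by limma, but the mean of the list was 0.054 ± 0.053, higher in 7 of 9 mice, exact adjusted p = 0.0400, but adjusted p = 0.276 with an estimated correlation, 0.0624 with a preset correlation and 0.195 in GSEA. That call was lost after centring (0.119), after quantile normalization again (0.0739), with the brightest probeset (0.0554), among genes above the median level (0.197) and without mouse 2, 3, 4, 5, 6, 7 or 9 (0.0582 to 0.0801).

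Genes chosen after their values were seen included the falls of Aspn (-0.54 ± 0.074, adjusted p = 0.00131, lower in 9 of 9 mice), Omd (-0.59 ± 0.087, adjusted p = 0.00190, lower in 8 of 9 mice) and Ogn (-0.38 ± 0.11, adjusted p = 0.0446, lower in 7 of 9 mice), and the rise of Prg4 (0.96 ± 0.19, adjusted p = 0.00805, higher in 8 of 9 mice). Probesets annotated to microRNA genes fell, likewise chosen, for Mir133a-1 (-0.54 ± 0.065, adjusted p = 6.61e-04, lower in 9 of 9 mice) and Mir1a-1 (-0.62 ± 0.12, adjusted p = 0.00794, lower in 8 of 9 mice), whose signal does not tell precursor from mature microRNA.

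Xist and 4 genes of the Y chromosome were chosen after the data were examined, because the labels and the paper give different sexes. Xist had a level of 9.22 to 9.52 in both legs of mice 1 to 8, but 4.79 in the saline and 4.90 in the tunicamycin leg of mouse 9. Kdm5d (3.47 and 3.14 in mouse 9, 3.01 to 3.53 in the others), Eif2s3y (2.78 and 3.00, 2.51 to 3.06), Uty (2.95 and 2.92, 2.55 to 3.15) and Usp9y (2.88 and 2.92, 2.60 to 3.24) did not set mouse 9 apart. In all mice these values lay below the lowest array median, 4.99. High Xist with low Y signal argues against male sex for mice 1 to 8. Both signals were low in mouse 9, whose sex was not resolved.

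Cd163 and Retnla fell while most called macrophage markers rose, and a hypothesis was that resident-type macrophages were fewer and monocyte-type cells more. Other resident-type genes changed by -0.57 ± 0.63 (SD, 9 mice) relative to other monocyte-type genes (exact p = 0.0391, lower in 7 of 9 mice). The 15 monocyte-type genes changed by 0.57 ± 0.62 (exact p = 0.0312, higher in 7 of 9 mice), with 5 called up, namely Plac8 (0.45), Trem1 (0.24), Vcan (0.93), Msr1 (0.78) and Fn1 (0.41), named after their values were seen. The 14 resident-type genes had a mean of 0.0028 ± 0.12 (exact p = 0.938), 0 up and 1 down, Gas6 (-0.22, likewise). The hypothesis as written needed resident-type genes to be lower, and that part was not met, while the part on higher monocyte-type genes was. A rise of monocyte-type genes alone may account for the difference of -0.57. The mean of 0.0028 ± 0.12 leaves out Cd163 and Retnla and cannot exclude a small fall of resident-type genes.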
